A study of Mus musculus with 4 samples. Its data were reported in "Inhibition of RNA-binding proteins enhances immunotherapy in ovarian cancer" (2025).

How the data were processed

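Single-cell RNA sequencing of cells from malignant ascites was analysed for 4 libraries, 1 per treatment group. The mice carried ID8-Trp53-/- cells, a Trp53-deficient derivative of a mouse ovarian surface epithelial line that grows in the peritoneal cavity of C57BL/6 animals. Treatment began after 7 days of engraftment and was given until about 3 mL of ascites had formed. The control group received vehicle and an isotype antibody. The other groups received BTYNB, a small molecule directed against the RNA-binding protein Igf2bp1, or an antibody against PD-1, or both (combination). Per the labels, BTYNB was dosed at 50 mg/kg and each antibody at 100 ng per dose. The methods of the study state other amounts for both, and the difference could not be settled from the files. Ascites cells of several animals were pooled within each treatment, so the libraries carry no information on the spread between animals.

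The authors captured cells on a bead-based microwell platform (BD Rhapsody), counted unique molecular identifiers (UMIs) with the vendor's pipeline and deposited 1 matrix of raw counts per library, with genes as symbols. The deposited values were whole numbers and differed in their totals between libraries. The genome build was not stated, so no coordinates are given, and gene names are those of the files. The lowest UMI number of a deposited cell was 4438 in control, 869 in BTYNB, 3533 in anti-PD-1 and 5115 in combination. The BTYNB matrix therefore holds small cells that the other matrices do not hold.

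The matrices were joined over 29835 genes. Cells with fewer than 200 detected genes or more than 33% of UMIs from mitochondrial genes were removed, which are the limits of the study's methods. Genes with the prefix mt- took the place of the mitochondrial gene catalogue named there. These limits removed 331 cells of the BTYNB library for few genes and 0 of the other libraries. They removed 24 control, 956 BTYNB, 144 anti-PD-1 and 32 combination cells for mitochondrial UMIs. Doublets were scored with scrublet in each library. Its automatic threshold marked 0.0894% of control, 3.19% of BTYNB, 0.183% of anti-PD-1 and 0.753% of combination cells, which was judged too few. Removal of the cells marked by scrublet itself was the rule fixed before the data were examined. It was replaced after these shares had been seen and before the cells were clustered, and the 5% of cells with the highest score were removed in each library. The way of naming clusters was then chosen on the clusters of the cells left. This left 7442 control, 17369 BTYNB, 11418 anti-PD-1 and 6690 combination cells.

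Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes were taken after leaving out mitochondrial genes, ribosomal protein genes and every gene of the outcome lists. Cells of all libraries were clustered together, without integration, on 30 principal components, 15 neighbours and the Leiden method at resolution 1.0, which gave 36 clusters. A marker counted for a cluster when at least 10% of its cells had a UMI of it and its CPM (UMIs scaled to a common total) was at least 2-fold above the median over clusters. The class with the highest share of its markers named the cluster if at least 3 counted. Clusters with at least 3 markers of 2 of the kinds tumour, leukocyte and erythroid were called mixed. Clusters with more markers of another class than of their own among their top 10 genes by fold were left unnamed, as were clusters of less than 1/3 of their libraries' median depth without an own marker among those 10 genes. The markers were fixed before the data were examined. The way of scoring them was not: a fold against all other cells, then a fold against the median cluster with a pseudocount of 1 CPM for the top 10 genes and a new clustering of unnamed clusters, were tried first, and the form used, with a pseudocount of 100 CPM and the mixed class, was chosen after the clusters had been seen. Classes are written with the suffix -like. A difference from the study may come from these rebuilt names.

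UMIs were summed per library and class and expressed as CPM. Gene levels carry exact Poisson intervals, shares of cells exact (Clopper-Pearson) binomial intervals, and ratios of 2 counts the interval of the corresponding share, all at the 95% level. These intervals cover counting error only. With 1 library per group there is no replicate check, so no test was made and no p-value is given. The limit quoted for a count of 0 is 3 counts of the total. For shares of T-like cells with a UMI of a gene, each cell was thinned to 1000 UMIs and shallower cells were left out.

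The contrasts were BTYNB against control, anti-PD-1 against control, combination against anti-PD-1 and combination against BTYNB. For genes in tumour-like cells, log2 ratios of CPM with a pseudocount of 1 CPM were computed over 12967 genes with at least 100 UMIs in at least 1 library. A list was described by its median log2 ratio, an order-statistic interval of the median over its members, and the percentile of that median among 10000 random lists of the same size matched on mean expression in 25 bins. The lists were antigen processing, interferon-gamma response, interferon-alpha response, TNF/NF-kB, S phase, G2/M phase, MYC targets, glycolysis, oxidative phosphorylation, ribosomal proteins, epithelial-mesenchymal transition, and early response and stress genes. A list of 8 RNA-binding protein genes kept 4 members, under the minimum of 5, and has no median. For each treatment, the 5 genes with the highest and the 5 with the lowest value of the smaller of its 2 log2 ratios, where both went the same way, were named. Of these 20 entries, 1 is not reported. Mitochondrial genes, and genes whose CPM in a leukocyte class was over 5 times that in tumour-like cells, were left out, so that 11186 genes could be named. The contrasts, the lists, the rule for named genes, the number of UMIs for thinning and the limits on cells were fixed before the data were examined.

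The alternatives covered the limits on cells, doublets, clustering resolution, variable genes, assignment of each cell by its marker UMIs without clustering, thinning, pseudocount, the minimum of UMIs per gene, scaling by the median of ratios, the mean over cells in place of the sum, leaving out tumour-like cells with a Ptprc UMI, tumour-like clusters that hold at least 1% of the tumour-like cells of every library, and subtraction of a free-RNA estimate. For tumour-like cells that estimate was the level of leukocyte marker UMIs relative to the whole library, multiplied by the library's profile. It took 20.6% of UMIs of tumour-like cells in control, 3.71% in BTYNB, 40.7% in anti-PD-1 and 6.50% in combination. Some of its markers stood high in tumour-like cells, such as Zbtb46 (46.7% of the dendritic-like level in control) and Ccr7 (11.4% in anti-PD-1). Lyz2 stood at 0.0741% of the macrophage/monocyte-like level in control and 0.217% in anti-PD-1. The estimate may therefore be too high and is not a measured share of free RNA. For T-like, NK-like and macrophage/monocyte-like cells the estimate was the level of tumour marker UMIs relative to tumour-like cells, multiplied by the tumour-like profile. It does not cover free RNA from other leukocytes. Further alternatives were chosen after seeing the data. These were a common floor of 5115 UMIs per cell, a floor in proportion to the 90th percentile of UMIs of each library's tumour-like cells, the automatic doublet threshold, the other ways of naming clusters, and the free-RNA estimate for gene lists.

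The programs were python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2 and matplotlib 3.10.9. The gene-level steps were tested on counts simulated for BTYNB against control and combination against anti-PD-1 over 14254 genes, of which 200 were changed. All 200 had the simulated direction in both contrasts, with a median absolute error of 0.08 in the log2 ratio, and 10 of the 10 genes named were changed ones. Over unchanged simulated genes the correlation of these contrasts was 0.0216. Of 4000 simulated cells, 100% were given their class. They were drawn from profiles of tumour, T, B and macrophage/monocyte cells picked by the same markers. No doublets, free RNA or states within a class were simulated, so this does not show how well the real clusters are named. The study's other assays were not analysed here.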

Results

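Cells from the ascites of mice bearing ID8-Trp53-/- ovarian tumours were profiled under vehicle, BTYNB, anti-PD-1 or both agents, with 1 pooled library per group. The deposited matrices held 7858 control, 19247 BTYNB, 12163 anti-PD-1 and 7074 combination cells, 46342 in all. Their totals were 80499877 UMIs in control, 114600397 in BTYNB, 89236522 in anti-PD-1 and 78603888 in combination. The median cell had 9430.5 UMIs and 3358.5 genes in control, 2562 UMIs and 1286 genes in BTYNB, 6908 UMIs and 2683 genes in anti-PD-1, and 9480.5 UMIs and 3182 genes in combination. Median mitochondrial shares lay between 9.32% in BTYNB and 11.7% in anti-PD-1. Of the BTYNB cells kept for analysis, 70.3% lay under 5115 UMIs, the smallest deposited combination cell. The corresponding share was 6.09% in control and 23.3% in anti-PD-1. In tumour-like cells the median depth was 9675.5 UMIs in control, 11215 in BTYNB, 7028 in anti-PD-1 and 11615 in combination. Differences below are between single libraries, without a replicate check.

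The first question was how the cellular makeup of the ascites differed between treatments. Tumour-like cells made up 92.2% of control cells (95% interval 91.6 to 92.8%), 27.2% of BTYNB cells (26.6 to 27.9%), 86.2% of anti-PD-1 cells (85.5 to 86.8%) and 65.7% of combination cells (64.6 to 66.9%). In control, anti-PD-1 and combination these values moved most with the naming of clusters, since a fold against all other cells in place of the median cluster left 0% tumour-like cells in each library. The BTYNB value moved most with a floor on UMIs in proportion to tumour-like depth, to 79.1%. With scrublet's own doublet calls, the rule fixed before the data were examined, tumour-like cells were 30.5% of control, 8.47% of BTYNB, 36.0% of anti-PD-1 and 24.1% of combination cells, and many clusters lost their names. The unnamed cells were then 61.2% of control, 18.4% of BTYNB, 56.0% of anti-PD-1 and 40.9% of combination. A cluster of 753 cells, all from the anti-PD-1 library (6.59%), stayed unnamed although its best class was tumour. Assigning each cell by its marker UMIs gave 92.9% tumour-like cells in control, 92.8% in anti-PD-1 and 68.0% in combination. Clusters with markers of different kinds of cell held 3.20% of control, 2.03% of BTYNB, 3.81% of anti-PD-1 and 3.98% of combination cells.

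Leukocyte-like cells were 4.60% of control cells (4.13 to 5.10%), 70.7% of BTYNB cells (70.0 to 71.4%), 3.44% of anti-PD-1 cells (3.12 to 3.79%) and 30.3% of combination cells (29.2 to 31.4%). Cells at or above the common floor of 5115 UMIs gave 2.92% in control, 39.3% in BTYNB, 0.617% in anti-PD-1 and 30.3% in combination. The floor in proportion to tumour-like depth moved the BTYNB value most, to 15.2%, against 20.4% in combination and 2.85% in control. BTYNB and combination therefore exceeded control under each of these settings, whereas the order of BTYNB and combination changed between them.

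Macrophage/monocyte-like cells were 3.83% of control, 19.4% of BTYNB, 3.14% of anti-PD-1 and 19.9% of combination cells. Dendritic-like cells were 0.537%, 5.57%, 0.245% and 8.33% in the same order. At the common floor, macrophage/monocyte-like cells were 25.1% of BTYNB and 19.9% of combination, and dendritic-like cells 9.99% (9.18 to 10.8%) and 8.33% (7.67 to 9.01%). At the scaled floor they were 9.63% and 13.9%, and 3.88% and 5.55%. For both classes the order of BTYNB and combination therefore depends on the floor. T-like cells numbered 4 in control, 3270 in BTYNB, 1 in anti-PD-1 and 44 in combination, or 0.0537%, 18.8%, 0.00876% and 0.658%. At the common floor, 63 T-like cells remained in BTYNB, which was 1.22% (0.938 to 1.56%), and at the scaled floor the share was 0.373% in BTYNB and 0.341% in combination. B-like cells were 18.5% of BTYNB and 0.822% of combination cells, with 1 cell in control. In anti-PD-1, 0 of 11418 cells were B-like, which allows a share of up to 0.0263%. At the common floor the B-like share of BTYNB was 0.407% (0.252 to 0.621%), below the 0.822% of combination (0.620 to 1.07%). NK-like cells numbered 2 in control, 696 in BTYNB, 2 in anti-PD-1 and 26 in combination. Neutrophil-like cells formed 1 cluster of 685 cells, all in BTYNB, with a median of 1322 UMIs. Among them 0 reached 5115 UMIs, and their median lay below the smallest deposited cell of each other library. Cells of that depth were not detectable there.

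**Figure D1:**
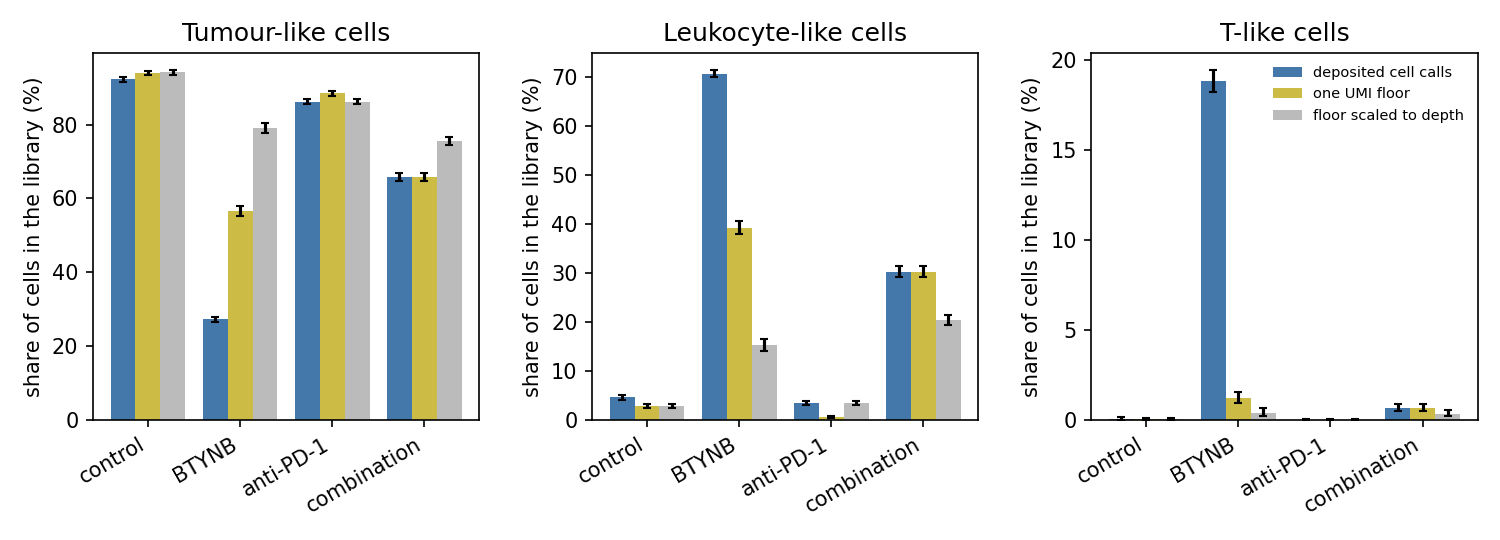
Share of cells (%, vertical axis) that were tumour-like, leukocyte-like or T-like in each library, for the deposited cell calls, for cells at or above 5115 UMIs, and for a floor scaled to tumour-like depth; bars are single libraries and error bars are exact binomial 95% intervals. Leukocyte-like cells of the BTYNB library fell from 70.7% to 39.3% and 15.2% across these settings, and T-like cells from 18.8% to 1.22% and 0.373%.

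The second question was which T cell subsets and states were present. With each T-like cell thinned to 1000 UMIs, a Cd8a UMI was found in 701 of 3163 BTYNB cells, 22.2% (20.7 to 23.7%), with 107 cells left out. It was found in 15 of 44 combination cells, 34.1% (20.5 to 49.9%), with 0 left out. The intervals overlap. Without thinning the shares were 32.0% and 75%, the latter being the alternative that moved the share most. The summed level was 371 CPM in BTYNB and 623 CPM in combination. Control had 4 and anti-PD-1 had 1 T-like cell, too few for a share. In tumour-like cells, which should lack the gene, the thinned share was 0.0291% in control, 0.0878% in BTYNB, 0.0813% in anti-PD-1 and 0.0455% in combination, and the T-like cells had median depths of 1776 UMIs in BTYNB and 6368 in combination against 11215 and 11615 in tumour-like cells. A Cd8b1 UMI was found after thinning in 854 of 3163 BTYNB cells (interval 25.5 to 28.6%) and in 20 of 44 combination cells (30.4 to 61.2%). Unlike those of Cd8a, these intervals do not overlap, and the share was higher in combination. The summed level of Cd8b1 was 460 CPM (444 to 477) in BTYNB and 498 CPM (421 to 584) in combination, with intervals that overlap. Cd4 was found in 12.0% of BTYNB and 4.55% of combination cells after thinning (17.9% and 25% before). Foxp3 was found in 3.22% and 9.09% (4.19% and 11.4% before). Tumour-like cells carried Cd4 in at most 0.0910% and Foxp3 in at most 0.0658% of thinned cells. For Il2ra the thinned shares were 3.54% and 6.82% (5.44% and 11.4% before), but the summed level was 92.5 CPM in BTYNB and 69.2 CPM in combination, so no order is read. Among BTYNB cells at or above 5115 UMIs the thinned Cd8a share was 36.5%. All 44 combination cells lie at or above that floor. Their thinning at this setting gave 40.9% (26.3 to 56.8%) for Cd8a and 2.27% for Il2ra, so the thinned shares of combination vary with the random draw.

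Activation and exhaustion transcripts of T-like cells were compared between combination and BTYNB. Gzmb stood at 97.6 CPM in BTYNB and 402 CPM in combination, a log2 ratio of 2.04 (1.75 to 2.32). The common floor moved this ratio most, to -0.40 (-0.73 to -0.08). Gzma (2.42), Ifng (1.60), Pdcd1 (2.07), Lag3 (2.91), Havcr2 (2.71), Tigit (1.18) and Prdm1 (0.70) were also higher in combination. At the common floor the ratios became -0.01 for Pdcd1, -0.37 for Tigit and -0.34 for Prdm1, and 0.42 for Gzma, 0.15 for Ifng, 0.70 for Lag3 and 0.16 for Havcr2, and the intervals of these 4 then included 0. Cd69 was lower in combination (-1.50, interval -1.84 to -1.18), and at the common floor its ratio was -0.45 (-0.86 to -0.06). Tnf rested on 5 UMIs in combination, with a log2 ratio of -1.13 and an interval from -2.76 to 0.12. Cxcl13 had 0 UMIs in both libraries, which allows up to 0.450 CPM in BTYNB and 9.89 CPM in combination, and Layn had 1 UMI in BTYNB. In NK-like cells Gzmb was 313 CPM in BTYNB and 32.2 CPM in combination, where it rested on 6 UMIs, a log2 ratio of -3.28 (-4.73 to -2.15). The common floor moved it to -3.61. Gzma (-1.31), Prf1 (-1.21), Ifng (-1.37) and Klra4 (-0.66) were lower in combination too. At the common floor they were -0.75, -1.22, -0.72 and -0.24, and the intervals of Ifng (-2.14 to 0.46) and Klra4 (-0.57 to 0.07) then included 0, and the ratio of Klrc2 (-0.66) had an interval that includes 0.

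Macrophage/monocyte-like cells were examined for M1-like and M2-like transcripts. Arg1 stood at 1803 CPM in control, 513 CPM in BTYNB, 3666 CPM in anti-PD-1 and 953 CPM in combination. Its log2 ratio of BTYNB to control was -1.81 (-1.87 to -1.75), and the mean over cells moved it most, to -2.11. Combination against anti-PD-1 gave -1.94. The cluster with Arg1 among its top 10 genes made up 38.9% of the class in control and 3.35% in BTYNB. It made up 59.9% in anti-PD-1 and 23.5% in combination. A different mix of clusters was tested for Retnla and Cxcl9 only, so for Arg1 it stays open as the source. Cd86 went the other way, with 124 CPM in control, 270 CPM in BTYNB, 56.3 CPM in anti-PD-1 and 177 CPM in combination, and Cd80 followed the same order (70.4, 114, 46.1 and 77.3 CPM). Mrc1 varied less, from 303 CPM in anti-PD-1 to 436 CPM in control. Cd163 was 13.3 CPM in control, 4.89 CPM in BTYNB, 31.3 CPM in anti-PD-1 and 8.29 CPM in combination. Retnla was 1472 CPM in control, 433 CPM in BTYNB, 376 CPM in anti-PD-1 and 1650 CPM in combination. Cxcl9 was 18.8, 44.9, 128 and 52.9 CPM in the same order. Its ratio of combination to BTYNB was 0.24 and turned to -0.23 at the common floor. Nos2 had 1 UMI in control, 10 in BTYNB, 33 in anti-PD-1 and 7 in combination, and its log2 ratio of anti-PD-1 to control was 5.12 (2.54 to 10.5).

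The next question concerned the balance of MHC class I and PD-L1 transcripts in tumour cells. The ratio of H2-K1 plus H2-D1 UMIs to Cd274 UMIs in tumour-like cells was 482 in control (445 to 523), 373 in BTYNB (348 to 399), 297 in anti-PD-1 (281 to 314) and 263 in combination (248 to 279). The control value rose most, to 527, when the free-RNA estimate was subtracted, and the BTYNB value fell to 246 as a mean over cells. Cd274 increased from 8.45 CPM in control to 13.2 CPM in BTYNB, 17.5 CPM in anti-PD-1 and 19.4 CPM in combination. The log2 ratio of Cd274 was 0.65 (0.49 to 0.80) for BTYNB and 1.05 (0.91 to 1.19) for anti-PD-1 against control. The mean over cells moved the former most, to 1.09. H2-K1 rose from 2097 CPM in control to 2869, 2894 and 2916 CPM, and H2-D1 from 1981 CPM to 2067, 2292 and 2193 CPM. The small rise of H2-D1 under BTYNB (0.06) turned to -0.03 as a mean over cells. B2m was 4091 CPM in control, 3934 CPM in BTYNB, 3919 CPM in anti-PD-1 and 4699 CPM in combination, and its fall under anti-PD-1 (-0.06) turned to 0.02 with scaling by the median of ratios.

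**Figure D2:**
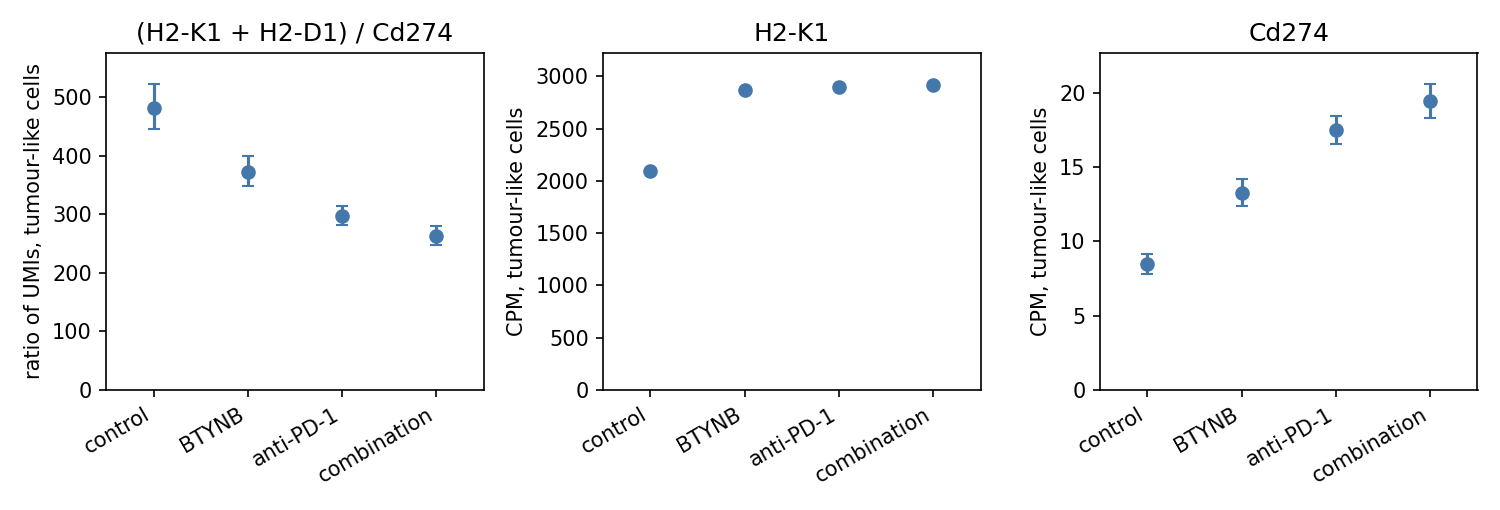
Ratio of H2-K1 plus H2-D1 UMIs to Cd274 UMIs, and levels of H2-K1 and Cd274 in CPM, in tumour-like cells of the 4 libraries; points are single libraries and bars are exact 95% counting intervals, which are smaller than the points for H2-K1. The ratio falls from 482 in control to 263 in combination, while Cd274 rises from 8.45 to 19.4 CPM.

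Igf2bp1, whose protein BTYNB is directed against, stood at 8.61 CPM in control, 9.20 CPM in BTYNB, 11.6 CPM in anti-PD-1 and 11.5 CPM in combination. Its ratio of BTYNB to control (0.10, interval -0.07 to 0.26) was not distinguishable from no change at this depth. Mdm2 (0.47) and Irf1 (0.43) were higher in BTYNB than in control, and higher in anti-PD-1 than in control (0.27 and 0.40). The line lacks functional Trp53, yet Trp53 UMIs were counted at 25.5 CPM in control, 32.6 CPM in BTYNB, 24.4 CPM in anti-PD-1 and 29.6 CPM in combination. The MHC class II gene H2-Aa was 793 CPM in control, 1032 CPM in BTYNB, 1518 CPM in anti-PD-1 and 1230 CPM in combination. H2-Ab1, H2-Eb1 and Cd74 also rose in BTYNB (0.24, 0.37 and 0.37) and in anti-PD-1 (0.68, 0.92 and 0.32) against control. Cd24a was 32.0 CPM in control, 21.7 CPM in BTYNB, 192 CPM in anti-PD-1 and 24.8 CPM in combination. Its log2 ratio of anti-PD-1 to control was 2.58 and fell to 0.08 in the clusters present in every library, which leave out a cluster of 2057 cells, all of them from anti-PD-1 (20.9% of its tumour-like cells), with 654 CPM of Cd24a. Pgk1 was at 788 CPM in anti-PD-1 and 261 to 287 CPM in the others, and at 2078 CPM in that cluster.

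Gene programmes of tumour-like cells were compared through fixed lists. Interferon-gamma response genes had a median log2 ratio of 0.52 (0.34 to 0.61) for anti-PD-1 against control and 0.41 (0.30 to 0.55) for combination against BTYNB, both at percentile 100 of the matched random lists, with 20 of 20 members above 0. Clusters present in every library moved the former most, to 0.72. The BTYNB contrasts of this list were 0.09 against control and 0.02 for combination against anti-PD-1. The second of these moved to -0.25 in the shared clusters. Antigen processing genes gave 0.20 for BTYNB and 0.40 for anti-PD-1 against control, 0.04 for combination against anti-PD-1 and 0.26 for combination against BTYNB, each with an interval that includes 0. Among matched random lists these lay at percentiles 98.2, 100, 54.1 and 100, with 5, 7, 5 and 7 of 8 members above 0. With 8 members the interval runs from the lowest to the highest member, so 1 member below 0 was enough for it to include 0. TNF/NF-kB genes gave 0.57 (0.27 to 0.78) for BTYNB against control and 0.44 (0.31 to 0.55) for combination against anti-PD-1, at percentile 100 in both, with 18 of 19 members above 0. Their anti-PD-1 contrasts were -0.08 and -0.09. Early response and stress genes, which overlap with that list, gave 0.51 and 0.28 for the BTYNB contrasts and 0.06 and -0.09 for the anti-PD-1 contrasts. S phase genes gave -0.35 (-0.45 to -0.27) for BTYNB against control with 0 of 39 members above 0, -0.10 for combination against anti-PD-1, and -0.14 and 0.14 for the anti-PD-1 contrasts. G2/M phase genes gave -0.37 (-0.44 to -0.28) and -0.25 (-0.33 to -0.19) for the BTYNB contrasts, both at percentile 0, and 0.01 and 0.13 for the anti-PD-1 contrasts.

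Interferon-alpha response genes gave -0.22 (-0.43 to -0.10) for BTYNB against control, -0.14 for anti-PD-1 against control, 0.26 (0.05 to 0.40) for combination against anti-PD-1 and 0.36 (0.27 to 0.43) for combination against BTYNB. In clusters present in every library the value of anti-PD-1 against control turned to 0.04 and that of combination against anti-PD-1 to -0.02. Glycolysis genes gave -0.05 for BTYNB and 0.57 (0.20 to 0.79) for anti-PD-1 against control, -0.81 (-1.15 to -0.55) for combination against anti-PD-1 and -0.25 (-0.37 to -0.09) for combination against BTYNB. Oxidative phosphorylation genes gave -0.09, -0.10, 0.14 and 0.12 in that order of contrasts, and ribosomal protein genes -0.06, -0.03, 0.02 and 0.10. The ribosomal protein value of 0.02 turned to -0.04 with scaling by the median of ratios. MYC targets (-0.07, -0.11, 0.03 and -0.03) and epithelial-mesenchymal transition genes (0.09, 0.08, 0.00 and -0.03) lay within the central 95% of random lists in all 4 contrasts.

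**Figure D3:**
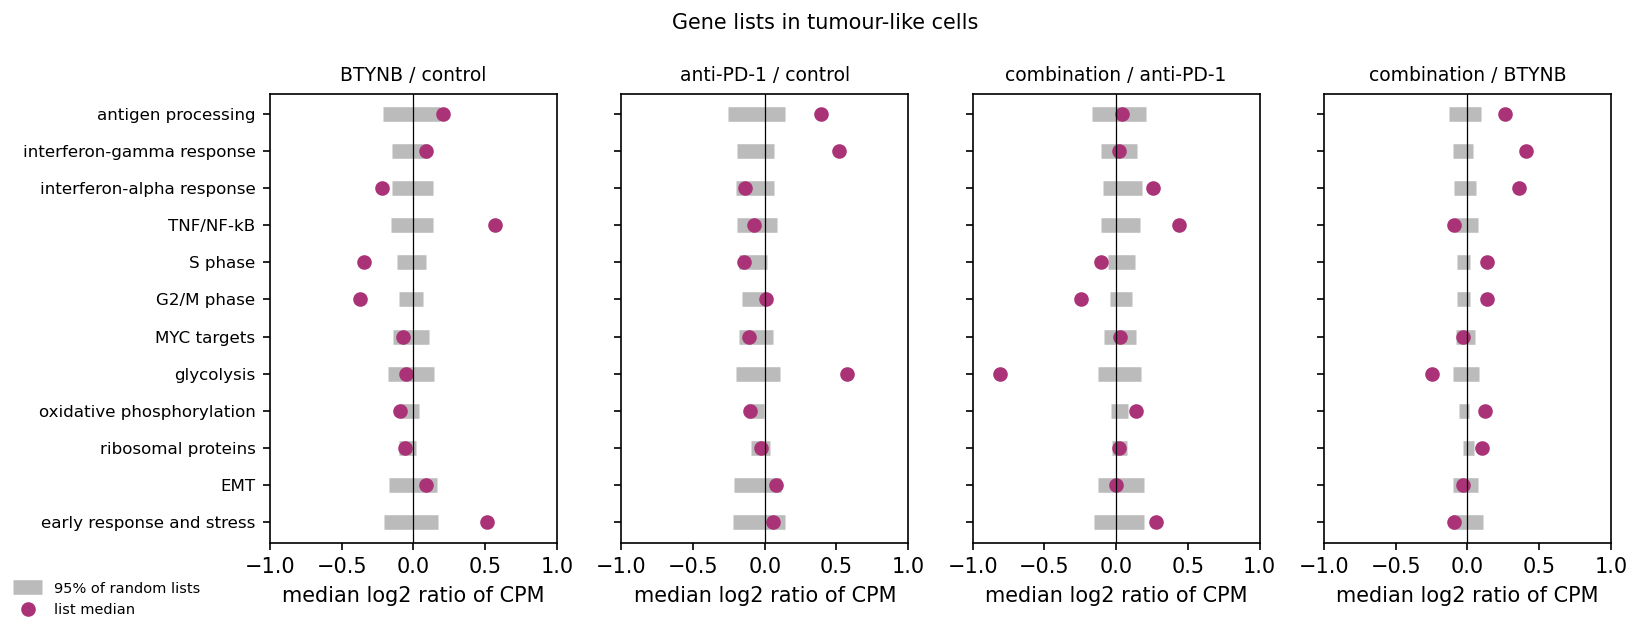
Median log2 ratio of CPM (horizontal axis) of each gene list in tumour-like cells for the 4 contrasts; points are list medians and grey bars span the central 95% of matched random lists. TNF/NF-kB genes lie above the bars in both BTYNB contrasts (0.57 and 0.44), and interferon-gamma response genes in both anti-PD-1 contrasts (0.52 and 0.41).

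The 2 x 2 layout gives each treatment once without and once with the other. Across 12967 genes, which are not independent replicates, log2 ratios of BTYNB against control and of combination against anti-PD-1 had a Pearson correlation of 0.288 and a Spearman correlation of 0.367. These contrasts share no library. The clusters present in every library moved the Pearson value most, to 0.372. Of 34 genes with an absolute log2 ratio of at least 1 in both, 30 went the same way. The anti-PD-1 contrasts had a Pearson correlation of 0.0743 and a Spearman correlation of 0.0777, with 5 of 6 genes past that limit going the same way.

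By the naming rule, Tspan7 (smaller log2 ratio 1.17), Hmcn1 (1.12), Mid1 (1.04) and Ntng2 (6.14 CPM in control and 15.2 CPM in BTYNB) were among the highest with BTYNB in both contrasts. Hmcn1 stood at 29.6 CPM in control, 65.5 CPM in BTYNB, 25.8 CPM in anti-PD-1 and 71.5 CPM in combination. Stard10 (-1.39), Tff2 (-1.36), Ffar4 (-1.33), Prrx2 (-1.32) and Itih2 (-1.24) were lowest. In the clusters present in every library these became -0.24 for Stard10, -0.50 for Ffar4, -0.14 for Prrx2 and -0.15 for Itih2, and the contrasts of Tff2 no longer went the same way. With anti-PD-1, Igtp (0.86), Iigp1 (0.75), Col1a1 (0.58), Tff2 (0.57) and Irgm2 (0.55) were highest. The contrasts of Tff2 no longer went the same way in the clusters present in every library. Igtp, Iigp1 and Irgm2 encode interferon-inducible GTPases and are also members of the interferon-gamma list. Igtp stood at 69.1 CPM in control, 71.3 CPM in BTYNB, 151 CPM in anti-PD-1 and 130.1 CPM in combination. Radx (-0.59), Per1 (-0.49), Olfr1033 (-0.49), Gstp2 (-0.47) and the gene listed as ENSMUSG00000120104 (-0.47) were lowest. Gstp2 has near-identical copies, so its counts are uncertain. With a pseudocount of 0.1 CPM, 9 of the 20 entries were named again, and with clusters present in every library 9 of 20.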

Values the study reported

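In its single-cell data the study reported that tumour cells made up more than 90% of the cells of control and anti-PD-1-treated mice. It reported 28% tumour cells after BTYNB and 67% after the combination. Immune cells were put at more than 70% after BTYNB.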

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

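Of the tests in this part, the test of the clusters with lymphocyte and tumour markers, those of the mix of macrophage/monocyte-like clusters, the counting interval of the glycolysis median and the tests of free RNA apart from doublets were chosen only after the results were seen. In the test of leukocyte RNA in tumour-like cells, the cells that serve as reference and the dendritic markers were changed after its first outcome had been seen, as was the form of the test of the macrophage/monocyte-like mix. The interferon-alpha values with free RNA subtracted and the values at the common floor of 5115 UMIs also come from settings added after seeing the data. A contrast was singled out where the same treatment moved a result by at least 0.2 on the log2 scale in opposite directions with and without the other treatment, each with an interval that leaves out 0. That interval covers counting error for single genes and the spread over members for gene lists. These differences were not tested, since each group has 1 library.

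Retnla in macrophage/monocyte-like cells fell with BTYNB alone (-1.77) and rose with BTYNB on top of anti-PD-1 (2.13), a difference of 3.90 on the log2 scale. The anti-PD-1 contrasts give the same difference of 3.90, from -1.97 without BTYNB to 1.93 with it, since both are computed from the same 4 libraries. Cxcl9 went the other way in the BTYNB contrasts, from 1.26 to -1.27, a difference of -2.53. Free RNA was tested by subtracting its estimate. Of the BTYNB contrasts of Retnla, H2-Aa, H2-Eb1 and the interferon-alpha list, 8 of 8 kept their direction (Retnla -1.84 and 2.09, H2-Aa 0.35 and -0.36). For H2-Aa, H2-Eb1 and the interferon-alpha list this argues against free RNA as the whole cause. For Retnla only the profile of tumour-like cells was subtracted. Free RNA from other macrophage/monocyte-like cells was not tested and stays open. For Retnla and the interferon-alpha list, doublets with other cells and a difference in the cells themselves cannot be told apart, because keeping doublets only adds the suspected cells. For H2-Aa and H2-Eb1, doublets were tested through leukocyte markers, as given below. The small macrophages of the BTYNB library were tested by using cells at or above the common floor. Retnla then had a log2 ratio of -1.32 for BTYNB against control, and its other contrast and both of Cxcl9 stayed beyond counting error too, at 5.16, 1.87 and -1.07. This argues against small macrophages as the whole cause. The rise of Retnla for combination against anti-PD-1 from 2.13 to 5.16 rests on 45 of 359 anti-PD-1 cells left at that floor. A different mix of macrophage/monocyte-like clusters was tested by weighting the 3 clusters with at least 20 cells in each library alike in all libraries. The clusters left out held 54.5% and 23.3% of the class in BTYNB, with 0.308 and 16.2 CPM of Retnla. They held 2.46% and 5.96% in control, 3.90% and 2.23% in anti-PD-1, and 6.67% and 23.7% in combination. The test does not cover these cells. The cluster with most Retnla UMIs made up 36.1% of the class in control, 10.8% in BTYNB, 13.6% in anti-PD-1 and 28.6% in combination. At the common mix Retnla had log2 ratios of -0.70 (-0.77 to -0.64) and 0.96 (0.85 to 1.08), a difference of 1.66 in place of 3.90. Cxcl9 had 1.53 (1.07 to 2.15) and -0.95 (-1.19 to -0.71), a difference of -2.49. This argues against the mix of the 3 weighted clusters as the whole cause. The directions did not hold in each of the 3 clusters. Retnla rose with BTYNB alone in 1 cluster (1.76, 0.36 to 3.66, with 4 control UMIs). For Cxcl9 the BTYNB rise was seen in 1 cluster (1.75, 1.15 to 2.42) and the fall in combination in another (-3.64, -4.38 to -2.97). Finer macrophage states, a response to the pair of treatments and a difference between pooled animals stay open.

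H2-Aa in tumour-like cells rose with BTYNB against control (0.38) and was lower in combination than in anti-PD-1 (-0.30), a difference of -0.68. H2-Eb1 behaved alike (0.37 and -0.24, difference -0.61). RNA from leukocytes was tested by setting H2-Aa, H2-Eb1 and Cd74 against markers that tumour cells should lack, each relative to its level in the cell class that makes the marker. These were Lyz2 and C1qa for macrophage/monocyte-like cells, Cd79a for B-like cells, and Xcr1, Fscn1 and Clec9a, the 3 most abundant listed markers, for dendritic-like cells. The lowest MHC class II gene stood at least 11.04 times above the highest of these markers within each library and class, more than free RNA or doublets of these classes would bring. Relative to all leukocyte-like cells, Cd79a stood at 478% in control, where 1 B-like cell was found, so that reference does not serve for it. Of the listed dendritic markers not used, Zbtb46 (46.7% in control) and Ccr7 (11.4% in anti-PD-1) stood higher than Cd74, and Cd209a (5.30% in BTYNB, against 8.67% for Cd74) stood above the dendritic markers used. Among the macrophage/monocyte markers not used, Cd68 came closest to Cd74, at 2.22% against 8.44% in anti-PD-1. The opposite directions of both genes were kept with free RNA subtracted (H2-Eb1 0.34 and -0.30). In clusters present in every library the contrast of combination against anti-PD-1 went further down, to -0.70 for H2-Aa and -0.64 for H2-Eb1, so the cluster held by the anti-PD-1 library does not produce it. A response to the pair of treatments and a difference between pooled animals stay open and untested.

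Interferon-alpha response genes in tumour-like cells fell with BTYNB against control (-0.22) and rose for combination against anti-PD-1 (0.26), a difference of 0.48. With free RNA subtracted, which moved 22 of 56 ratios of the tumour panel, the medians were -0.24 and 0.23, with intervals over members from -0.44 to -0.15 and from 0.12 to 0.39. This argues against free RNA as the whole cause. Keeping doublets adds the suspected cells, so doublets stay open. In clusters present in every library the second value became -0.02, so the rise may come from the tumour-like cluster held by the anti-PD-1 library, which has no counterpart in combination.

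Glycolysis genes in tumour-like cells rose with anti-PD-1 against control (0.57) and fell for combination against BTYNB (-0.25), a difference of -0.82. If the tumour-like cluster held only by the anti-PD-1 library were the source, the rise should shrink to counting error without it. In clusters present in every library it was 0.19. Its counting interval from 1000 Poisson draws ran from 0.16 to 0.20, and its interval over members from -0.01 to 0.32. That cluster as the whole source and a rise in the other clusters as well cannot be told apart, because the rise is beyond counting error but not beyond the spread over members.

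Clusters with markers of both lymphocytes and tumour cells were used in no comparison above. They held 2.30% of the combination library (1.96 to 2.69%), against 0.457% of control (0.317 to 0.638%), 0.610% of BTYNB and 0.342% of anti-PD-1. Doublets of a tumour cell and a lymphocyte are a candidate explanation. The summed level of Krt7, Krt8, Krt18 and Krt19 in these clusters was 1250 CPM (1249.8), between 87.2 CPM in lymphocyte-like and 1600.4 CPM in tumour-like cells, and they outnumbered lone lymphocyte-like cells in 3 libraries, BTYNB being the exception. Doublets should also be at least as deep as tumour-like cells, and that held in 1 library only, BTYNB (15937.5 against 11215 UMIs). Doublets and cells that carry both kinds of transcript for another reason cannot be told apart, because the depth speaks against doublets and the keratin level does not.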

How the results depend on the processing

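Of the tests in this part, those at the common UMI floor, at the scaled floor, with the automatic doublet threshold, with the other ways of naming clusters and with free RNA subtracted for gene lists were chosen only after the results were seen. The automatic doublet threshold had been the rule fixed before the data were examined and became an alternative after the shares it marked were seen. Only class shares were computed with it. The way of naming clusters that the reported shares use was itself chosen after the clusters had been seen. No paired analysis was possible because each group has 1 library, with nothing to pair across groups. A value counts as moved when it left the 95% interval of the reported one (counting error, or for list medians the spread over members), a correlation when it changed by more than 0.05, and the number of named genes when it changed by more than 1.5 times. Where no cause is given, the cause was not tested.

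Of 168 values of class shares under alternatives, 92 stayed within the counting interval and 76 moved. Leukocyte-like shares of BTYNB and combination stayed above those of control and anti-PD-1 under each alternative run. A minimum of 500 genes moved 0 of 12. With at most 20% mitochondrial UMIs, tumour-like and leukocyte-like cells were 25.5% and 72.5% of BTYNB and 64.2% and 31.8% of combination. With doublets kept, tumour-like cells were 26.1% of BTYNB, 85.5% of anti-PD-1 and 64.5% of combination, and leukocyte-like cells 69.9% of BTYNB. With 1000 variable genes, tumour-like cells were 90.9% of control, 25.9% of BTYNB, 85.0% of anti-PD-1 and 63.7% of combination. At resolution 0.5 they were 92.9% of anti-PD-1, and with the outcome lists among the variable genes 93.0%. At resolution 2.0 they were 64.4% of control, 26.2% of BTYNB, 79.5% of anti-PD-1 and 62.6% of combination, and leukocyte-like cells 3.80% of anti-PD-1. Assigning each cell by marker UMIs gave 92.9% tumour-like cells in control, 92.8% in anti-PD-1 and 68.0% in combination, 5.25%, 68.5% and 5.06% leukocyte-like cells in control, BTYNB and anti-PD-1, and 16.7% T-like cells in BTYNB.

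At the common floor, tumour-like cells were 94% of control, 56.6% of BTYNB and 88.4% of anti-PD-1, leukocyte-like cells 2.92%, 39.3% and 0.617%, and T-like cells 1.22% of BTYNB and 0 of anti-PD-1. At the scaled floor, tumour-like cells were 94.1% of control, 79.1% of BTYNB and 75.6% of combination, leukocyte-like cells 2.85%, 15.2% and 20.4%, and T-like cells 0.373% of BTYNB and 0.341% of combination. Both floors remove small cells by construction, and 70.3% of the BTYNB cells lie under the common one.

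Tumour-like shares of all 4 libraries changed with the automatic doublet threshold and with 2 of the ways of naming clusters. With the automatic doublet threshold, tumour-like cells were 30.5% of control, 8.47% of BTYNB, 36.0% of anti-PD-1 and 24.1% of combination, leukocyte-like cells 6.27%, 71.7%, 6.03% and 32.6%, and T-like cells 0.383% of control, 0.300% of anti-PD-1 and 1.83% of combination. The unnamed cells were then 61.2% of control, 18.4% of BTYNB, 56.0% of anti-PD-1 and 40.9% of combination. With a pseudocount of 1 CPM for the top 10 genes, tumour-like cells were 85.8% of control, 20.3% of BTYNB, 63.2% of anti-PD-1 and 57.1% of combination, and leukocyte-like cells 66.2% of BTYNB and 25.6% of combination. With a fold against all other cells, tumour-like cells were 0% of control, BTYNB, anti-PD-1 and combination, leukocyte-like cells 66.9% of BTYNB, 3.80% of anti-PD-1 and 27.9% of combination, and T-like cells 0.363% of control, 0.289% of anti-PD-1 and 1.84% of combination. Here 93.5% of control, 32.1% of BTYNB, 94.5% of anti-PD-1 and 71.1% of combination cells were unnamed. Without the mixed class, leukocyte-like cells were 5.27% of control, 71.4% of BTYNB, 3.87% of anti-PD-1 and 32.6% of combination, and T-like cells the same 0.363%, 0.289% and 1.84% as with the fold against all other cells.

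Of 40 shares of T-like cells with a UMI, 17 stayed and 23 moved. In BTYNB, Cd8a was 12.9% with cells thinned to 500 UMIs, 32.0% without thinning, 7.24% with at least 2 UMIs and 36.5% at the common floor. Cd4 was 6.48%, 17.9%, 3.07% and 7.94% there, Foxp3 2.26%, 4.19%, 1.45% and 7.94%, and Il2ra 2.14%, 5.44%, 1.42% and 14.3%. In combination, Cd8a was 75% without thinning and 18.2% with at least 2 UMIs, and Foxp3 was 2.27% with at least 2 UMIs. Cd4 was 0 with cells thinned to 500 UMIs, 25% without thinning and 0 with at least 2 UMIs, and Il2ra was 0 with cells thinned to 500 UMIs. Thinning to fewer UMIs and asking for 2 UMIs lower these shares by construction, and those of combination rest on 44 cells.

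Of 32 values of the MHC-I to PD-L1 ratio, 27 stayed and 5 moved, and the order of control above BTYNB, anti-PD-1 and combination, each above the next, held except as a mean over cells, where BTYNB was 246, below anti-PD-1 (288) and combination (256). With the free-RNA estimate subtracted the ratios were 527 in control, 441 in BTYNB, 346 in anti-PD-1 and 285 in combination. Scaling leaves this ratio unchanged by construction.

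Of 336 list medians, 321 stayed, 13 moved and 2 reversed. In clusters present in every library, interferon-alpha genes reversed to 0.0356 for anti-PD-1 against control and to -0.0162 for combination against anti-PD-1. In the same clusters, interferon-gamma genes were 0.72 and -0.25 for these contrasts, glycolysis genes 0.19 and -0.43, ribosomal protein genes -0.12 and 0.14, S phase genes -0.23 for anti-PD-1 against control and G2/M phase genes -0.18 for combination against anti-PD-1. With scaling by the median of ratios, oxidative phosphorylation genes were -0.0218 for anti-PD-1 against control and 0.0731 for combination against anti-PD-1, and ribosomal protein genes -0.0413 for the latter. At the common floor, ribosomal protein genes were -0.0151 for combination against anti-PD-1 and G2/M phase genes 0.17 for combination against BTYNB. The pseudocount, the UMI minimum, doublets and free RNA moved 0 of 48 medians each.

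Of 12 correlations, 11 stayed, and that of the BTYNB contrasts moved to 0.372 in clusters present in every library. Of 126 values of named genes, 102 stayed and 24 moved, with 9 of the 20 entries named again with a pseudocount of 0.1 CPM and 9 in clusters present in every library.

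Of 448 log2 ratios of the tumour panel, 311 stayed, 128 moved and 9 reversed. H2-K1 for combination against anti-PD-1 (0.01) reversed to -0.0390 as a mean over cells, -0.0534 with scaling by the median of ratios, -0.25 in clusters present in every library and -0.0171 with free RNA subtracted. B2m for anti-PD-1 against control reversed to 0.0184 with scaling and 0.10 in clusters present in every library. H2-D1 for BTYNB against control reversed to -0.0265 as a mean over cells, Cd274 for combination against anti-PD-1 to -0.0791 in clusters present in every library, and Cd74 for combination against anti-PD-1 to 0.0407 at the common floor. Of 80 ratios in T-like and NK-like cells, 63 stayed, 13 moved and 4 reversed, all 4 in T-like cells at the common floor: Gzmb to -0.40, Pdcd1 to -0.0114, Prdm1 to -0.34 and Tigit to -0.37. Of 160 in macrophage/monocyte-like cells, 120 stayed, 39 moved and 1 reversed, Cxcl9 for combination against BTYNB to -0.23 at the common floor.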

Other observations

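Of the tests in this part, those on the B-like share, on the T-like share and on the leukocyte-like share of BTYNB against combination were chosen only after the results were seen, and the settings with a UMI floor were added after seeing the data. For the 2 tests on the clusters held by the anti-PD-1 library, the form of the test was changed after its first outcome had been seen.

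The share of leukocyte-like cells was higher in BTYNB than in control. Unequal loss of dead or poor cells was tested through the limits on cells. With at most 20% mitochondrial UMIs the BTYNB share was 72.5%, and a minimum of 500 genes moved 0 of 12 shares. Unequal loss and a true difference cannot be told apart, because limits on called cells do not show cells lost before calling. A lower UMI limit for calling cells in the BTYNB library was tested with the common floor. The BTYNB share was then 39.3%, against 2.92% in control, so such a limit does not account for the whole excess over control, although the share fell from 70.7%.

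Against combination the picture is different. The excess of leukocyte-like cells in BTYNB held at the common floor (39.3% against 30.3%) and turned at the floor scaled to tumour-like depth (15.2% against 20.4%). For T-like cells it held at the common floor (1.22% against 0.658%) and fell within counting error at the scaled floor (0.373% against 0.341%). For both, a true excess and the lower limit for calling cells cannot be told apart, because the floors disagree and the smaller cells of the combination library are not used here. For B-like cells the share at the common floor was 0.407%, below combination, which is consistent with the lower limit as the source of the excess.

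T-like cells of the combination library carried a higher summed level of Cd8a and of cytotoxic and exhaustion transcripts than those of BTYNB. A candidate explanation is that a higher UMI limit of the combination library left large, activated T cells only. With BTYNB T-like cells at or above that limit, the log2 ratio of Gzmb went from 2.04 to -0.40 (-0.73 to -0.08). The excess of Gzmb in combination was then gone, as this explanation needs. The turn below 0 lies beyond counting error, and the explanation does not account for it. Lag3 went from 2.91 to 0.70, with an interval from -0.14 to 1.55. The Cd8a share decides nothing, since its reading changes with the random thinning. In the draw reported first, the shares of all BTYNB cells (22.2%) and of those above the limit (36.5%) both lie within the interval of combination. In the draw at the common floor, which keeps all 44 combination cells, the combination share was 40.9% (26.3 to 56.8%). That interval leaves out 22.2% and takes in 36.5%. The thinned Cd8b1 share was higher in combination (30.4 to 61.2%) than in all BTYNB cells (25.5 to 28.6%) in the draw reported first. It was not computed for BTYNB cells above the limit, so it cannot decide on this explanation. A difference in T cell state stays open.

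In the anti-PD-1 library, 2810 cells (24.6%) lay in 2 clusters of which that library holds over 95%. An effect on the whole library was tested through its other cells. Of its 393 leukocyte-like cells, 100% lay in clusters of which it holds under 75%, and it held from 3.34% to 49.4% of each other tumour-like cluster, which argues against a shift of all cells. An origin other than the injected line was tested through transcripts of that line. Wt1 was at 367 CPM in the larger of these clusters and 582 CPM in the smaller, against 664 to 1264 CPM in the other tumour-like clusters. Y-linked transcripts stood at 2.09 and 1.61 CPM, within the range of the others. They cannot separate the origins, because the mice were female and the line is of ovarian origin. Xist was at 260 CPM in the larger cluster and 705 CPM in the smaller, against 25.8 to 528 CPM in the other tumour-like clusters. Another origin and a state of the same line cannot be told apart, since Wt1 is lower than elsewhere but far from absent. The larger cluster had 2078 CPM of Pgk1, 654 CPM of Cd24a and 99.7 CPM of H2-Aa, where the other clusters not held by this library had at most 406 CPM of Pgk1 and 53.8 CPM of Cd24a, and at least 851 CPM of H2-Aa.

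Another tumour-like cluster held 27.7% of the control library, against 0.990% of BTYNB, 6.63% of anti-PD-1 and 3.02% of combination. Its Xist level was 25.8 CPM, whereas the other tumour-like clusters had at least 158 CPM. With 1 library per group it was not tested whether this belongs to the treatment or to an animal in the pool.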
